A study of Ambystoma mexicanum with 9 samples. Its data were reported in "Genome‐wide analysis reveals conserved transcriptional responses downstream of resting potential change in Xenopus embryos, axolotl regeneration, and human mesenchymal cell differentiation" (2015).

How the data were processed

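Gene expression was measured on 9 Affymetrix arrays made for the axolotl, a salamander that regrows its spinal cord. Each array held RNA pooled from 10 animals of 2 to 3 cm, and 150 ng of total RNA was labelled per array, according to the labels. The sample names give 3 groups of 3 arrays. The 0dpi group was uninjured spinal cord. The 1dpi group was cord tissue taken 1 day after injury. The 1dpi_IVM group was taken 1 day after injury from animals given ivermectin, a drug that opens glycine-gated chloride channels. The series text states that the drug or water was injected into the central canal directly before a piece of cord was removed. The sample labels call the injury of the 1dpi group a crush, do not name the injection of that group, and name the injection but not the injury of the 1dpi_IVM group.

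The deposited values are log2 signals that the authors made with RMA, which corrects for background, brings all arrays to 1 distribution and summarises the probes of each probe set. The processing notes name RMA and Affymetrix Expression Console, and their versions are not given in the sources used here. The log2 scale was checked on the values, which ran from 2.65 to 14.6 with 0 missing. The table held 20080 probe sets, of which 45 controls were left out of the tests (24 poly-A spike-in, 18 hybridization and 3 negative control probe sets). The other 20035 were tested with no filter on low values. Of these, 1418 (7.08%) had a mean below 3.47, the highest mean of a negative control probe set. An array gives no read depth, so precision is set by the spread between the 3 arrays of a group.

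Gene symbols were those of the array's annotation, which paired 10951 probe sets with 1 symbol each (8639 symbols) and left 9084 without a symbol. For the 1740 genes with more than 1 probe set, the probe set with the highest mean over all 9 arrays stood for the gene.

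Groups were compared in R 4.3.3 with limma 3.58.1, in a linear model with 1 coefficient per group over all 9 arrays, moderated variances without trend, and 2-sided tests. The comparisons were 1dpi_IVM against 1dpi, 1dpi against 0dpi and 1dpi_IVM against 0dpi. P values were adjusted by the Benjamini-Hochberg method over the 20035 probe sets, and an adjusted p below 0.05 was called a change. Counts at an unadjusted p below 0.05 and a change of at least 2-fold were made beside them. Errors are standard errors of the moderated model (SE, n = 3 arrays per group) unless given as SD. The tests measure the spread between pooled arrays, not between animals.

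Gene lists were tested with camera in limma, over 1 probe set per gene, with an inter-gene correlation of 0.01 and adjustment over the 32 lists of a comparison. Camera tests a list against the other genes, and was also run with an estimated correlation. Fry was run beside it and tests whether the genes of a list move on balance against no change, a different question, so its p is not compared with that of camera. The lists were immediate early genes, leukocyte markers, inflammatory cytokines and NF-kB feedback, extracellular proteases and their inhibitors, fibroblast matrix, DNA replication, mitosis, neuronal and synaptic genes, ependymoglia and neural stem cell genes, oligodendrocyte and myelin genes, skeletal muscle, epidermis and epithelium, cartilage and notochord, erythrocyte, vascular endothelium, chloride channels with glycine or GABA receptors, sodium, potassium and calcium channels and pumps, calcium-dependent signalling, glycolysis and hypoxia, oxidative phosphorylation, heat shock and unfolded protein response, proteasome, cytosolic ribosomal proteins, ribosome biogenesis, BMP and TGF-beta signalling, FGF, EGF, PDGF, IGF and HGF ligands and receptors, Wnt, Notch and Hedgehog signalling, histone deacetylases and partners, cholesterol synthesis, interferon response, and xenobiotic and oxidative stress response. The remaining 1 of the 32 lists was tested with the others and counts among the numbers of lists called, but its own result is not reported here, for a reason that has nothing to do with its values. The groups, comparisons, tests, lists, naming rule and most alternative settings were chosen before the data were examined. Lists of intestine, motile cilia and aminoacyl-tRNA synthetase genes were added after the results had been seen.

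The naming rule took the 10 genes with the largest rise and the 10 with the largest fall in 1dpi_IVM against 1dpi and in 1dpi against 0dpi, and 5 of each in 1dpi_IVM against 0dpi, among called genes whose groups did not overlap. It also took up to 4 members of each list with the smallest p, and GLRA1, GLRA2, GLRA3, GLRB, FOS, JUN and BMP2. Members of a list that make up a count of 5 or fewer in a direction are named outside this rule, after their values were seen.

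The test was tried on simulated data. Arrays were drawn with the measured means, the moderated variances of the model, no group difference and no correlation between probe sets. In 1dpi_IVM 50 probe sets each were changed by a log2 value of 0.25, 0.50, 1 or 2, and limma called 20.0%, 94.0%, 98.0% and 100% of them. Of 168 probe sets called in 1dpi_IVM against 1dpi there, 12 were unchanged ones. The alternative settings were another quantile normalization, centring of arrays on their medians, leaving out the probe sets of low mean, a moderated test with trend and robust options, array weights, only the 6 arrays compared, the replicate number as a block, an unmoderated equal-variance two-sample test, 1 probe set per gene, other probe sets of a gene, and leaving out each array in turn. Centring of arrays on the poly-A spike-ins was added after the data were seen.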

Results

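The 9 arrays measured transcripts of axolotl spinal cord in 3 groups of 3: uninjured cord (0dpi), cord 1 day after injury (1dpi) and cord 1 day after injury with ivermectin (1dpi_IVM). The paper describes the axolotl tissue as spinal cord with the cells and tissues around it, and cord stands for that mix here. In 0dpi, epithelial EPCAM lay at 12.87 to 12.93 and the muscle gene MYL2 at 10.18 to 10.26. A difference in the tissues cut is not told apart from a change within a tissue. Array medians lay between 5.84 and 5.89 on the log2 scale. Arrays of the same group correlated with an r of 0.997 to 0.999 across probe sets, which are not independent replicates. Arrays of 0dpi and 1dpi_IVM correlated at 0.996 to 0.997, arrays of 0dpi and 1dpi at 0.971 to 0.972, and arrays of 1dpi and 1dpi_IVM at 0.967 to 0.968. The first principal component held 86.5% of the variance and set the 1dpi arrays (54.4 to 54.8) apart from those of 0dpi (-24.9 to -24.1) and 1dpi_IVM (-30.7 to -29.8). The second component held 4.56% and parted 0dpi (10.8 to 11.9) from 1dpi_IVM (-10.9 to -10.0).

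**Figure D1:**
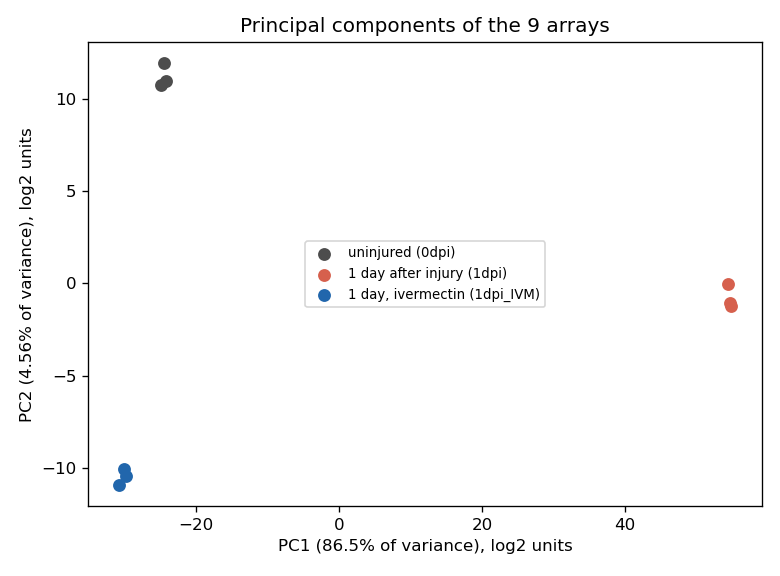
The 9 arrays on the first 2 principal components of the log2 values of 20035 probe sets, with the first component (86.5% of the variance) on the x axis, the second (4.56%) on the y axis, and 1 point per array coloured by group. The 1dpi arrays lie at 54.4 to 54.8 on the x axis, and those of 0dpi and 1dpi_IVM lie between -30.7 and -24.1.

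The poly-A spike-ins, bacterial transcripts added to the RNA before labelling, also differed between groups. Their mean log2 value was 7.43 ± 0.05 (SD, n = 3 arrays) in 1dpi_IVM, 7.54 ± 0.03 in 0dpi and 8.08 ± 0.04 in 1dpi. The difference was -0.65 for 1dpi_IVM against 1dpi, 0.55 for 1dpi against 0dpi and -0.10 for 1dpi_IVM against 0dpi. Hybridization controls differed by -0.02, 0.16 and 0.13 in the same comparisons. RMA brings all arrays to 1 distribution, so the changes given here are relative to the other probe sets of an array. Centring the arrays on the spike-ins would move the median of all genes by 0.65, -0.55 and 0.10 in the 3 comparisons. The share of called probe sets that were higher would then go from 53.7% to 94.0%, from 46.7% to 6.95% and from 40.3% to 82.4%.

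The first comparison, 1dpi_IVM against 1dpi, asked how ivermectin given at the time of injury changed the cord 1 day later. Genes of cell division, DNA copying, ribosome making and cholesterol synthesis were higher with ivermectin, and genes of skeletal muscle, connective tissue matrix, neurons and the immediate early response were lower. CCNB1, the cyclin that drives entry into mitosis, was 7.22-fold higher (log2 2.85 ± 0.05, SE, n = 3 arrays per group). FOS, an immediate early transcription factor, fell by 3.68 ± 0.06 on the log2 scale (12.8-fold). DDIT4, a stress-induced inhibitor of the mTOR pathway, fell by 4.12 ± 0.09 (17.4-fold), and MYBPC1, a myosin-binding protein of slow muscle, fell by 4.02 ± 0.10 (16.2-fold). In limma, 10828 of 20035 probe sets were called (54.0%), 5813 higher and 5015 lower. At an unadjusted p below 0.05 and a change of at least 2-fold, 787 were higher and 776 lower. Values of the groups did not overlap in 12096 probe sets (60.4%), where chance gives 10%.

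The other genes with the largest rises were NCOA7 (log2 2.99), INSIG1 (2.92), TK1 (2.68), ILF2 (2.61), AURKA (2.53), EXOSC2 (2.41), PSAT1 (2.39), FBXO5 (2.30) and COL28A1 (2.15), with SE of 0.05 to 0.11. TK1 is a thymidine kinase of dividing cells, AURKA a kinase of the mitotic spindle, FBXO5 an inhibitor of the complex that ends mitosis, and PSAT1 an enzyme of serine synthesis. The other largest falls were those of ACTN2 (log2 -3.69), TCEA2 (-3.63), SLC2A1 (-3.56), PMCH (-3.53), C1QTNF3 (-3.51), G0S2 (-3.30) and FBN1 (-3.70). ACTN2 is an actinin of the muscle Z disc, SLC2A1 a glucose transporter, and PMCH the precursor of melanin-concentrating hormone. A different probe set of FBN1 was called in the opposite direction (log2 0.98).

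Among the cell cycle lists, 32 of 34 measured DNA replication genes rose, with a list median of 0.76 (camera adjusted p = 2.46e-12). UHRF1 (2.00 ± 0.05), MCM7 (1.64 ± 0.05), a subunit of the replicative helicase, and FEN1 (1.44 ± 0.06), a nuclease that trims DNA flaps, were among them. Of 33 mitosis genes 32 rose (median 0.93, adjusted p = 7.87e-12), with AURKA, PLK1 (1.96 ± 0.06) and CCNB3 (1.89 ± 0.06) beside CCNB1. The exception was BIRC5, which fell by 0.59 ± 0.09. A further probe set of CCNB3 lay at -0.09, not called. Adjusted over the list alone, 32 replication genes rose, and 32 mitosis genes rose and 1 fell. Camera with an estimated correlation gave a much larger adjusted p, 0.0177 for DNA replication and 0.0104 for mitosis.

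Ribosome biogenesis genes rose in 38 of 48 cases (median 0.40, adjusted p = 2.63e-08; adjusted over the list alone 39), with NOP2 at 1.25 ± 0.06, NOLC1 at 1.18 ± 0.06 and FBL, the rRNA methyltransferase fibrillarin, at 0.82 ± 0.05. Another probe set of NOP2 lay at -0.05, not called. Cholesterol synthesis genes rose in 12 of 19 cases (median 0.57, adjusted p = 0.00011; over the list alone 12). FDPS (2.11 ± 0.05) and HMGCS1 (1.60 ± 0.05) are enzymes of the mevalonate pathway, and INSIG1 is its feedback regulator. Camera with an estimated correlation gave an adjusted p of 0.0106 for ribosome biogenesis and 0.0177 for cholesterol synthesis. Proteasome subunits rose in 30 of 38 cases (median 0.38, adjusted p = 1.99e-08), with an adjusted p = 0.055 with an estimated correlation. PSME4, a proteasome activator, fell by 0.51 ± 0.11 as the exception. PSMC5 (0.89 ± 0.05) and PSMD8 (0.81 ± 0.05) were the subunits of smallest p, and adjusted over the list alone 31 rose and 1 fell. Heat shock and unfolded protein response genes rose in 17 of 36 cases and fell in 6 (median 0.14, adjusted p = 0.0326; over the list alone 17 and 6), and this list had an adjusted p = 0.148 with an estimated correlation. It also lost its call with the dimmest 50% of probe sets left out (0.112) and with the probe sets of a gene averaged (0.0789), and the lowest adjusted p over its camera alternatives was 0.00922 with trend and robust options. Its chaperones DNAJB9 (1.51 ± 0.06) and HSPD1 (1.18 ± 0.05) were higher.

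Skeletal muscle genes fell in 33 of 35 cases (median -0.89, adjusted p = 1.02e-16; over the list alone 33). TNNI1 (-2.81 ± 0.06), MYL3 (-2.75 ± 0.05), TNNC1 (-2.74 ± 0.05) and MYL2 (-2.53 ± 0.05) are troponins and myosin light chains of slow or cardiac fibres. Fibroblast matrix genes fell in 17 of 25 cases (median -0.94, adjusted p = 6.1e-08), and COL14A1 (0.36 ± 0.08) and DCN (0.22 ± 0.07) rose. Adjusted over the list alone, 2 rose and 19 fell. LOXL2, which cross-links collagen, fell by 1.59 ± 0.06, and fibronectin FN1 (-1.54 ± 0.06) and collagen COL5A1 (-1.28 ± 0.05) fell with it. Other probe sets of FN1 (0.15) and COL14A1 (-0.06) were not called. For the muscle and matrix lists camera with an estimated correlation gave an adjusted p of 0.0104 and 0.0106. The DCN call was lost without 1dpi replicate 1 (adjusted p = 0.0869), 1dpi_IVM replicate 1 (0.0646) or 1dpi_IVM replicate 2 (0.0641). Extracellular proteases and their inhibitors fell in 10 of 20 cases (median -0.29, adjusted p = 0.0139; over the list alone 3 rose and 11 fell), with an adjusted p = 0.0602 with an estimated correlation. The metalloproteases MMP2 (-2.07 ± 0.04) and MMP19 (-1.97 ± 0.06) and their inhibitor TIMP1 (-1.87 ± 0.04) fell, and SERPINB1, CTSB and CTSZ rose (0.37 to 0.44). Poly-A spike-ins differed by -0.65, in the same direction as these lists, and each list is measured against the other genes of the arrays.

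Immediate early genes fell in 11 of 15 cases (median -0.68, adjusted p = 0.000102; over the list alone 2 rose and 12 fell). Besides FOS, the phosphatase DUSP1 (-2.49 ± 0.06), BTG1 (-1.20 ± 0.04), EGR1 (-0.86 ± 0.04) and JUN (-0.27 ± 0.07) fell. MYC (0.91 ± 0.07) and KLF6 (0.43 ± 0.14) rose. KLF6 lost its call without 1dpi replicate 2 (adjusted p = 0.0800), 1dpi_IVM replicate 1 (0.0914) or 1dpi_IVM replicate 2 (0.0927). Neuronal and synaptic genes fell in 19 of 40 cases (median -0.22, adjusted p = 9.05e-05; over the list alone 1 rose and 19 fell). The granin SCG3 (-2.15 ± 0.09), STMN3 (-0.83 ± 0.06) and UCHL1 (-0.74 ± 0.05) fell, and ELAVL4 was the gene that rose (0.32 ± 0.07). Centring on the poly-A spike-ins would move all log2 differences here by 0.65, so the neuronal median would change sign. Erythrocyte genes fell in 9 of 11 cases (median -0.48, adjusted p = 9.05e-05; over the list alone 10 fell). The genes of smallest p were ALAS2, FECH and UROD, enzymes of haem synthesis (-1.94, -0.96 and -0.80), and SPTB, a spectrin (-1.55). With an estimated correlation the camera adjusted p was 0.0177 for immediate early, 0.0154 for neuronal and 0.0177 for erythrocyte genes. Glycolysis and hypoxia genes fell in 13 of 25 cases (median -0.28, adjusted p = 0.00175; over the list alone 2 rose and 13 fell), with an adjusted p = 0.055 with an estimated correlation. ENO1 (-0.63 ± 0.04) and TPI1 (-0.62 ± 0.05) fell with SLC2A1 and DDIT4, and BNIP3 (0.28) and P4HA2 (0.46) rose, while other probe sets of BNIP3 (-0.12, not called) and P4HA2 (-0.50, called) were lower.

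**Figure D2:**
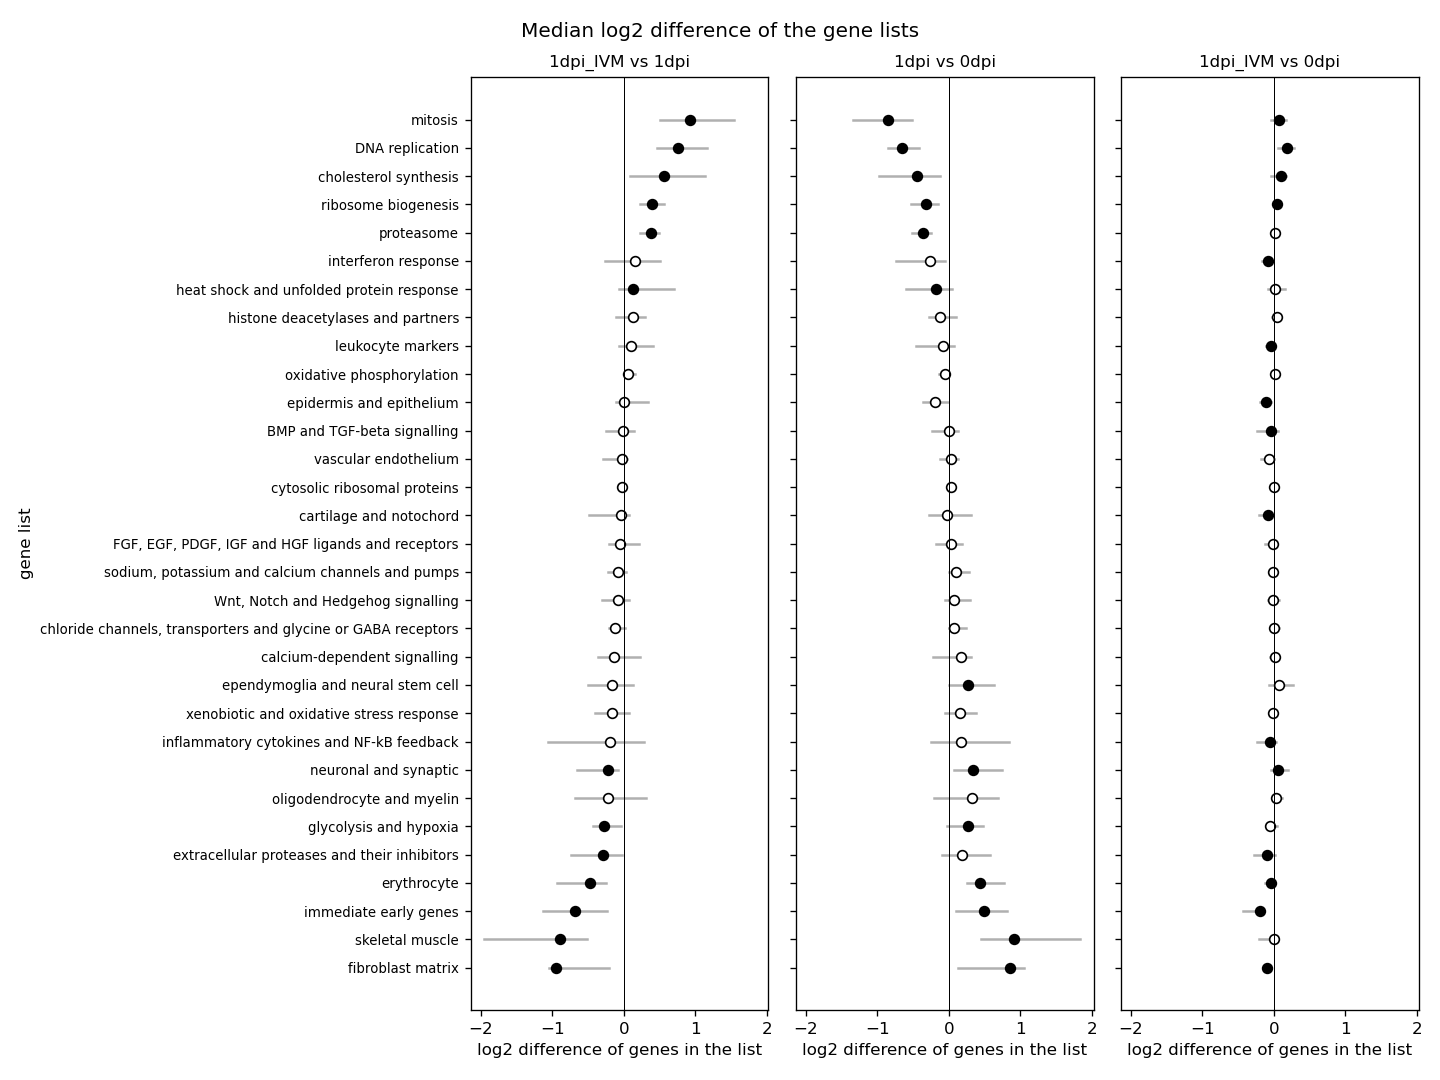
Median log2 difference of the measured members of the gene lists, 1 of the 32 left out (x axis) in the 3 comparisons (panels), with 1 line per list on the y axis, filled points for lists called by camera at an adjusted p of 0.05, open points for others and grey bars from the 25th to the 75th percentile of the members. The skeletal muscle list lies at -0.89 in 1dpi_IVM against 1dpi and 0.92 in 1dpi against 0dpi. With median centring or another quantile normalization 3 open lists change sign. They are cartilage in 1dpi against 0dpi (median centring), chloride channels in 1dpi_IVM against 0dpi (median centring) and epidermis in 1dpi_IVM against 1dpi (either). The lists were not run with centring on the poly-A spike-ins. That centring moves all log2 differences by 0.65, -0.55 and 0.10 in the 3 comparisons, so smaller medians of opposite sign, called ones included, would change sign.

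The other 19 lists were not called, and 1 of them is not reported here. Genes in them moved both ways, and the members that make up small counts are named here. Leukocyte markers rose in 7 and fell in 5 of 21 cases (CD74, C1QB, LAPTM5, CYBA and SPI1; adjusted p = 0.632; median 0.10 but mean -0.01). CD74, a chaperone of antigen presentation, fell by 2.24 ± 0.06. The protease CTSS was 0.75 ± 0.06 higher on 1 probe set and was called lower on 2 others, down to -2.07. Inflammatory genes fell in 6 of 14 cases and rose in 3 (RELA, STAT3 and MYD88; adjusted p = 0.16), with the NF-kB inhibitor NFKBIA at -2.54 ± 0.07. With the dimmest 50% of probe sets left out this list was called lower (median -1.14 instead of -0.19, adjusted p = 0.0142), the lowest adjusted p over its camera alternatives, and the highest was 0.341 with an estimated correlation. Other probe sets of TLR2, NFKB2 and STAT3 lay at 0.01, 0.02 and -0.00. Interferon response genes rose in 7 of 14 cases and fell in 4 (STAT2, IRF1, IRF2 and USP18; adjusted p = 0.348), and another probe set of IRF2 was called higher (0.29). When adjusted over the list alone, 8 interferon genes rose and 4 fell, and the counts of the other lists here were the same.

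Ependymoglia genes, markers of the cells that line the central canal, fell in 8 of 16 cases and rose in 4 (HES1, LHX2, MSI1 and CDH2; adjusted p = 0.176). VIM (-0.48 ± 0.05) and NOTCH1 (-0.63 ± 0.05) fell. MSI1 lost its call without 1dpi_IVM replicate 1 (adjusted p = 0.0826), 1dpi replicate 1 (0.0683) or 1dpi replicate 2 (0.0579), and CDH2 without 1dpi replicate 1 (0.0952), 1dpi_IVM replicate 1 (0.0766) or 1dpi_IVM replicate 2 (0.0666). Myelin genes fell in 6 of 10 cases and rose in 3 (MAL, CNP and BCAS1; adjusted p = 0.348). MBP, a main protein of myelin, fell by 0.68 ± 0.04, and MAL, which epithelia also make, was 2.11 ± 0.05 higher. Epidermal and epithelial genes rose in 6 of 16 cases and fell in 3 (DSC2, TGM1 and EPCAM; adjusted p = 0.632), with a median of 0.00 that turned to -0.02 with another quantile normalization and -0.04 with median centring. Cartilage genes rose in 3 of 14 cases (MATN3, MATN4 and EPYC) and fell in 4 (ACAN, CILP, COL11A1 and MATN2; adjusted p = 0.47), and another probe set of COL11A1 was called higher (1.64). Endothelial genes rose in 3 of 15 cases (FLT1, LYVE1 and PECAM1) and fell in 4 (MMRN1, STAB1, EGFL7 and VWF; adjusted p = 0.348). PECAM1 lost its call without 1dpi replicate 1 (adjusted p = 0.0677) or 1dpi_IVM replicate 1 (0.0650), and another probe set of VWF lay at 0.02, not called. There were 6 epithelial genes that rose and 4 that fell adjusted over the list alone, and the counts of the other lists here were the same.

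Chloride channel, glycine and GABA receptor genes fell in 11 of 35 cases and rose in 3 (CLIC3, CLCN3 and CLIC1; adjusted p = 0.176; over the list alone 3 rose and 10 fell). Of the glycine receptor subunits that ivermectin acts on, GLRA2 (-0.34 ± 0.12, adjusted p = 0.0325) and GLRB (-0.16 ± 0.06, 0.0283) fell, and GLRA1 (-0.05 ± 0.10) and GLRA3 (-0.16 ± 0.13) were not called. Values of GLRA1 (3.78 to 4.18) and GLRA3 (3.48 to 4.04) lay near the highest negative control mean (3.47), so their missing calls say little. GLRA2 was also low (4.35 to 5.04). The GLRA2 call was lost without 1dpi replicate 1 (adjusted p = 0.0618), 2 (0.0966) or 3 (0.0518) or 1dpi_IVM replicate 2 (0.109), and that of GLRB without 1dpi replicate 2 (0.0849) or 3 (0.0863) or 1dpi_IVM replicate 2 (0.0803) or 3 (0.0939). Sodium, potassium and calcium channel genes fell in 18 of 48 cases and rose in 4 (ITPR3, ITPR2, ATP2A2 and STIM1; adjusted p = 0.0934), and calcium signalling genes rose in 7 and fell in 13 of 26 (0.304). The calcium channel CACNA1G (-1.19 ± 0.08) and the calcium buffer CALB1 (-1.56 ± 0.07) fell.

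Oxidative phosphorylation genes rose in 14 of 44 cases and fell in 3 (NDUFA12, NDUFB7 and UQCRH; adjusted p = 0.13), and this list was called without 1dpi_IVM replicate 1 (adjusted p = 0.0353). NDUFB7 lost its call without 1dpi_IVM replicate 1 (adjusted p = 0.139), 1dpi_IVM replicate 3 (0.0631), 1dpi replicate 1 (0.119), 1dpi replicate 3 (0.0884) or 0dpi replicate 2 (0.0539). Ribosomal protein genes rose in 4 of 56 cases (RPL14, RPL21, RPS29 and RPL38) and fell in 6 (adjusted p = 0.348; median -0.03 but mean 0.00), and a second probe set of RPS29 was called lower (-0.32). BMP and TGF-beta genes rose in 9 and fell in 11 of 35 cases (adjusted p = 0.434), FGF and other growth factor genes rose in 8 and fell in 10 of 34 (0.431), and Wnt, Notch and Hedgehog genes fell in 12 of 41 and rose in 5 (DLL1, HES1, TCF3, JAG2 and RBPJ; 0.176). RBPJ lost its call without 1dpi replicate 2 (adjusted p = 0.0728) or 1dpi_IVM replicate 2 (0.0610). BMP2 was 0.26 ± 0.08 higher (adjusted p = 0.0231), a call lost without 1dpi replicate 3 (0.0735), 1dpi_IVM replicate 2 (0.0614) or 1dpi_IVM replicate 3 (0.0777). Histone deacetylases and partners rose in 11 of 28 cases and fell in 4 (HDAC10, SIRT2, SIRT5 and CHD3; adjusted p = 0.304). CHD3 lost its call without 1dpi_IVM replicate 1 (0.0972), 1dpi_IVM replicate 2 (0.0557), 1dpi replicate 1 (0.0911) or 1dpi replicate 3 (0.0749), and another probe set of HDAC10 lay at 0.07, not called. Xenobiotic and oxidative stress genes fell in 11 of 21 cases and rose in 4 (GCLC, MGST1, GSR and GCLM; 0.184), with haem oxygenase HMOX1 at -1.92 ± 0.05. Adjusted over the list alone, 4 ribosomal protein genes rose and 3 fell, 14 oxidative phosphorylation genes rose and 2 fell, and 5 xenobiotic and oxidative stress genes rose and 11 fell.

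The second comparison, 1dpi against 0dpi, asked how the cord changed 1 day after injury without ivermectin. By the series text the controls were injected with water before injury, and the paper describes no 0dpi group. An effect of the injection is therefore not told apart from that of injury. Muscle, matrix, neuronal and immediate early genes were higher after injury, and genes of DNA replication, mitosis, ribosome making and cholesterol synthesis were lower. TCEA2 was 15.4-fold higher (log2 3.94 ± 0.12, SE, n = 3 arrays per group), the hormone precursor PMCH 14.0-fold (3.80 ± 0.07) and MYBPC1 12.3-fold (3.63 ± 0.10). PSAT1 fell by 3.01 ± 0.05 (8.05-fold), and CCNB1 fell by 2.51 ± 0.05 (5.68-fold). In limma, 10597 probe sets were called (52.9%), 4945 higher and 5652 lower, and groups did not overlap in 11909 (59.4%, with 10% by chance). Poly-A spike-ins were 0.55 higher in 1dpi. Centring on them would move all log2 differences by -0.55. The medians of the neuronal and immediate early lists, which are smaller than that, would then change sign, while those of muscle and matrix would not.

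Also among the largest rises were C1QTNF3 (3.67), ACTN2 (3.46), CDH17 (3.37), FBN1 (3.37), CDH13 (2.81), MYH7B (2.81) and DDIT4 (2.79), and among the largest falls NCOA7 (-2.78), ILF2 (-2.57), TK1 (-2.47), INSIG1 (-2.32), S100Z (-2.20), EXOSC2 (-2.18), AURKA (-2.12) and FBXO5 (-2.11), with SE of 0.05 to 0.10. Another probe set of FBN1 was called lower (-1.43). Muscle genes rose in 35 of 35 cases (median 0.92, adjusted p = 3.38e-18; over the list alone 35), with TNNC1 at 2.53 ± 0.05 and MYL3 at 2.49 ± 0.05. Matrix genes rose in 17 of 25 cases and fell in 2, COL14A1 and DCN (median 0.85, adjusted p = 2.67e-07; over the list alone 18 and 2), with LOXL2 at 1.47 ± 0.06. Immediate early genes rose in 11 of 15 cases and fell in 2, MYC and KLF6 (median 0.49, adjusted p = 0.00239; over the list alone 11 and 2), with FOS at 2.65 ± 0.06 and DUSP1 at 1.70 ± 0.06, while JUN was not called (-0.09 ± 0.07). Neuronal genes rose in 23 of 40 cases (median 0.34, adjusted p = 2.44e-06; over the list alone 23 and 1), with SCG3 at 2.06 ± 0.09 and STMN2 at 0.78 ± 0.05, and SCG2 was the gene that fell. Erythrocyte genes rose in 9 of 11 cases (median 0.44, adjusted p = 0.000105; over the list alone 9), with ALAS2 at 1.62 ± 0.05. With an estimated correlation the camera adjusted p was 0.00825 for muscle, 0.0116 for matrix and 0.0404 for immediate early genes. It was 0.0111 for neuronal and 0.0213 for erythrocyte genes.

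Glycolysis and hypoxia genes rose in 14 of 25 cases and fell in 3, HIF1A, PGAM1 and P4HA2 (adjusted p = 0.00366; over the list alone 14 and 4), with an adjusted p = 0.0679 with an estimated correlation. Another probe set of P4HA2 was higher. SLC2A1 was 2.40 ± 0.06 higher. Ependymoglia genes rose in 8 of 16 cases and fell in 2, HES1 and LHX2 (median 0.27, adjusted p = 0.0382; over the list alone 8 and 2), with an adjusted p = 0.124 with an estimated correlation. GFAP (0.62 ± 0.05) and the glutamate transporter SLC1A3 (0.87 ± 0.06) are glial, and SPAG6 (1.15 ± 0.09) belongs to motile cilia. Centring the arrays on their medians ended the ependymoglia call (adjusted p = 0.0505), as did fitting only the 6 arrays compared (0.056) and averaging the probe sets of a gene (0.0579), in a range over its camera alternatives from 0.0272 with trend and robust options to 0.124 with an estimated correlation. Proteases and their inhibitors rose in 10 of 20 cases and fell in 2, CTSB and CTSZ, and were not called (adjusted p = 0.0572), with a call without 0dpi replicate 3 (0.0472) or 1dpi replicate 3 (0.0325), with the dimmest 50% of probe sets left out (0.0361) and with trend and robust options (0.0439), and the highest over the alternatives was 0.12 with an estimated correlation. The sodium, potassium and calcium channel list (adjusted p = 0.0572) was called without 0dpi replicate 1 (0.0496) and with the probe sets of a gene averaged (0.0375), the lowest over its alternatives, and the highest was 0.522 with the dimmest 50% left out. The inflammatory list was called higher with the dimmest 50% left out (0.0172), in a range from that value to 0.377 with an estimated correlation. GLRA2 was 0.45 ± 0.12 higher (adjusted p = 0.00828) and GLRB 0.18 ± 0.06 (0.0205), the latter lost without 0dpi replicate 3 (0.0756), 1dpi replicate 2 (0.0659) or 1dpi replicate 3 (0.0667).

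DNA replication genes fell in 32 of 34 cases (median -0.66, adjusted p = 2.08e-11; over the list alone 32), with UHRF1 at -1.57 ± 0.05 and MCM7 at -1.32 ± 0.05. Mitosis genes fell in 31 of 33 cases (median -0.85, adjusted p = 3.72e-12; over the list alone 32), with PLK1 at -1.84 ± 0.06, and BIRC5 rose (0.76 ± 0.09). Ribosome biogenesis genes fell in 35 of 48 cases (median -0.32, adjusted p = 2.07e-07; over the list alone 36), with NOLC1 at -1.12 ± 0.06, and RRP12 rose (0.39 ± 0.09), with another probe set called lower (-0.35). Cholesterol synthesis genes fell in 14 of 19 cases (median -0.44, adjusted p = 0.000104; over the list alone 14), with FDPS at -1.93 ± 0.05. With an estimated correlation the camera adjusted p was 0.0212 for DNA replication and 0.00825 for mitosis. It was 0.0116 for ribosome biogenesis and 0.0212 for cholesterol synthesis. Proteasome genes fell in 32 of 38 cases (median -0.36, adjusted p = 1.43e-08; over the list alone 32), with PSME4 as the gene that rose, and with an adjusted p = 0.0583 with an estimated correlation. Heat shock genes fell in 19 of 36 cases and rose in 8 (adjusted p = 0.0215; over the list alone 19 and 8), with an adjusted p = 0.12 with an estimated correlation, and they lost their call with the dimmest 50% of probe sets left out (0.0749) or the probe sets of a gene averaged (0.0777), with a lowest adjusted p of 0.00547 with trend and robust options. BMP2 fell by 0.62 ± 0.08. Median, mean and test differed in sign for ribosomal proteins (median 0.02, mean -0.01) and BMP and TGF-beta genes (0.01 and -0.04), which were not called, and the cartilage list (median -0.03, not called) turned to 0.01 with median centring.

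**Figure D3:**
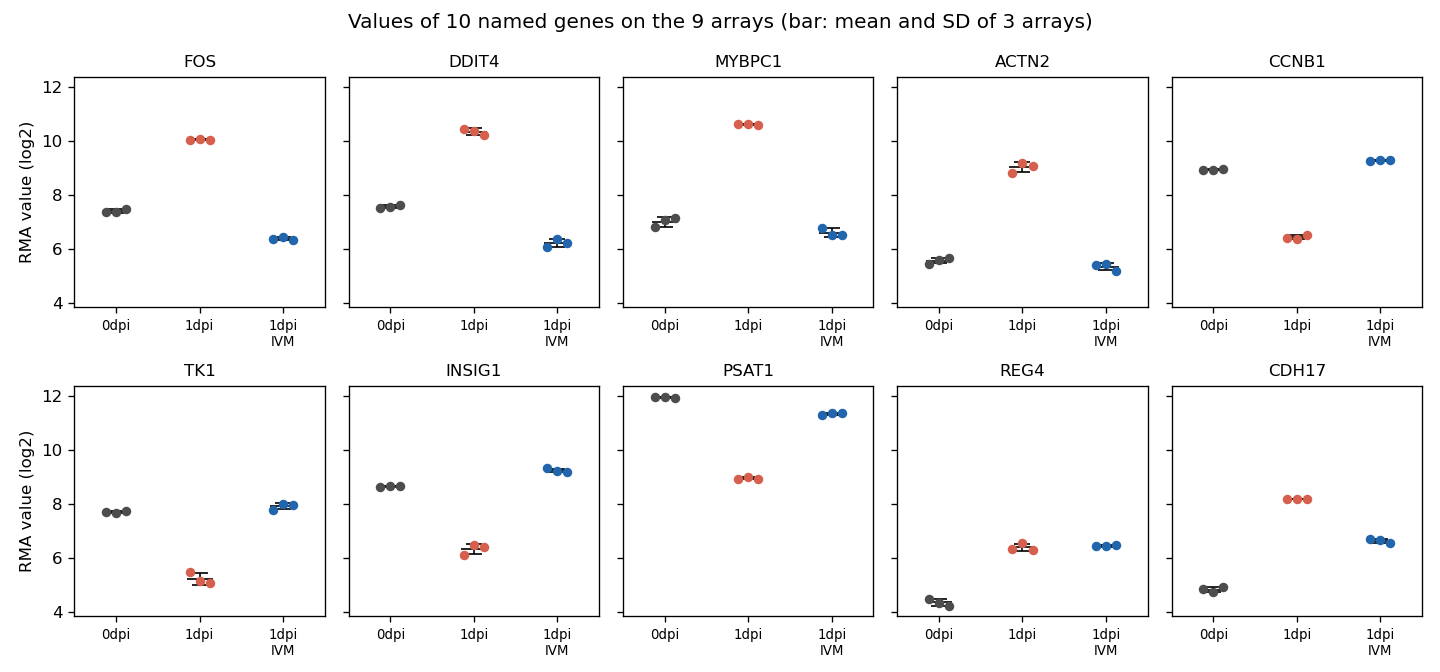
Log2 values (y axis) of 10 named genes in each of the 9 arrays, with 1 panel per gene, 3 points per group (x axis) and bars for the mean and SD. In 1dpi against 0dpi FOS was 2.65 higher and CCNB1 differed by -2.51, and CDH17 was 3.37 higher in 1dpi and 1.82 higher in 1dpi_IVM than in 0dpi.

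The injury response was then followed into the ivermectin arrays. Of 10597 probe sets called in 1dpi against 0dpi, 9288 (87.6%) were called in the opposite direction in 1dpi_IVM against 1dpi, 15 in the same direction and 1294 in neither. Of the probe sets higher after injury 4256 were lower with ivermectin, and of those lower after injury 5032 were higher. In 1dpi_IVM, 9641 of the 10597 (91.0%) were not called different from 0dpi. Of the others, 378 kept a called difference in the direction of injury and 578 had a called difference in the opposite direction. Over all 20035 probe sets, 1122 (5.6%) were called in 1dpi_IVM against 0dpi. Most probe sets therefore had no call there, and a missing call does not show a return to 0dpi. The median absolute log2 difference from 0dpi of the 10597 probe sets was 0.45 in 1dpi and 0.09 in 1dpi_IVM. The 2 comparisons share the 1dpi arrays, which gives a negative covariance by itself. The observed covariance across probe sets was -0.33, against a mean of -0.0032 in 100 simulations of unchanged groups with the same arrays in common. With the 1dpi arrays split 1 and 2 between the comparisons, so that none is shared, the covariance lay between -0.33 and -0.32 in the 6 splits. In limma 75.3% to 88.7% of the probe sets called for injury were then called in the opposite direction with ivermectin, where a lone array is assumed to vary like the other groups. The comparisons of both 1-day groups with 0dpi share the 0dpi arrays, which gives a positive covariance by itself (mean 0.0032 in the simulations), and the observed one was -0.0095. With the 0dpi arrays split in the same way it lay between -0.016 and -0.012. Both kinds of split were added after the data were seen. The splits and the simulations address only the variation of single arrays. A difference common to all 1dpi arrays, such as that of the spike-ins, stays in both parts of a split. An effect of ivermectin therefore cannot be told apart from a technical offset of the 1dpi arrays by these tests.

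The third comparison, 1dpi_IVM against 0dpi, asked how injured cord with ivermectin differed from uninjured cord. REG4, a secreted lectin known from intestinal epithelium, was 4.30-fold higher (log2 2.10 ± 0.08, SE, n = 3 arrays per group), and CDH17, a cadherin of intestinal epithelium, was 3.52-fold higher (1.82 ± 0.06). FOS fell by 1.02 ± 0.06 (2.03-fold), and DDIT4 (-1.34 ± 0.09) and SLC2A1 (-1.15 ± 0.06) fell. DNA replication genes were higher, and immediate early genes, proteases and epithelial genes were lower. In limma, 1122 probe sets were called (5.6%), 452 higher and 670 lower. The unmoderated test with adjusted p called 272 (79 higher and 193 lower), and limma with trend and robust options called 1694 (777 higher and 917 lower). The count fell to 640 without 0dpi replicate 2 and to 696 without 1dpi_IVM replicate 2. Groups did not overlap in 4624 probe sets (23.1%, with 10% by chance). Poly-A spike-ins differed by -0.10.

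REG4 was also 2.04 ± 0.08 higher in 1dpi than in 0dpi and differed by 0.06 ± 0.08 between 1dpi_IVM and 1dpi, not called, and CDH17 differed by -1.56 ± 0.06 in the latter comparison. These comparisons of REG4 and CDH17 were chosen after their values were seen. The other largest rises were IGF1R (0.81 ± 0.09), a growth factor receptor, and TEKT4 (0.63 ± 0.07) and DNALI1 (0.62 ± 0.15), parts of motile cilia. DNALI1 lost its call without 0dpi replicate 1 (adjusted p = 0.105), 0dpi replicate 2 (0.132), 1dpi replicate 1 (0.0514), 1dpi_IVM replicate 2 (0.111) or 1dpi_IVM replicate 3 (0.118). The other largest falls were PLBD1 (-1.49 ± 0.06), IGLL1 (-1.34 ± 0.06) and G0S2 (-1.31 ± 0.07). GLRA1, GLRA2, GLRA3 and GLRB were not called (0.01 to 0.11), with GLRA1 and GLRA3 near the negative controls. BMP2 fell by 0.37 ± 0.08 (adjusted p = 0.0293), a call lost without 0dpi replicate 2 (0.106), 0dpi replicate 3 (0.0963), 1dpi_IVM replicate 1 (0.0967), 1dpi_IVM replicate 2 (0.0836) or 1dpi_IVM replicate 3 (0.0541).

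Of the 16 lists called by camera, the calls of 4 held with an estimated correlation. Their adjusted p was then 0.0199 for immediate early genes and 0.0480 each for DNA replication, protease and epithelial genes. Immediate early genes fell in 5 of 15 cases, FOS, DUSP1, JUNB, BTG1 and JUN (median -0.19, adjusted p = 1.71e-08; over the list alone 7). Besides FOS, the log2 differences were -0.78 ± 0.06 for DUSP1, -0.52 ± 0.06 for JUNB, -0.50 ± 0.04 for BTG1 and -0.36 ± 0.07 for JUN. DNA replication genes rose in 12 of 34 cases (median 0.18, adjusted p = 7.43e-10; over the list alone 18), with MCM3 at 0.50 ± 0.05 and UHRF1 at 0.44 ± 0.05. Proteases and inhibitors fell in 4 of 20 cases (median -0.10, adjusted p = 0.00113; over the list alone 5). They were MMP2 (-0.99 ± 0.04), MMP19 (-0.85 ± 0.06), TIMP1 (-0.83 ± 0.04) and MMP14 (-0.43 ± 0.07), and SERPINB1 rose (0.30 ± 0.06). Epidermal and epithelial genes fell in 4 of 16 cases, TGM1 (-0.28 ± 0.05), ELF3 (-0.45 ± 0.09), DSC2 (-0.27 ± 0.06) and EPCAM (-0.19 ± 0.04; list median -0.11, adjusted p = 0.000877; over the list alone 5). ELF3 lost its call without 0dpi replicate 3 (adjusted p = 0.0576), 1dpi_IVM replicate 2 (0.0730) or 1dpi_IVM replicate 3 (0.0603), and DSC2 without 0dpi replicate 2 (0.0829), 0dpi replicate 3 (0.0621), 1dpi_IVM replicate 2 (0.0771) or 1dpi_IVM replicate 3 (0.0723). EPCAM lost its call without any array except 1dpi replicate 1 (adjusted p from 0.0654, without 1dpi replicate 2, to 0.109, without 0dpi replicate 1).

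The calls of the other 12 lists were lost with an estimated correlation, and 1 of them is not reported here. Leukocyte markers fell in 4 of 21 cases, CD74 (-1.09 ± 0.06), NCF1 (-0.57 ± 0.07), SPI1 (-0.41 ± 0.06) and CYBA (-0.24 ± 0.04; list adjusted p = 0.0344; adjusted p = 0.11 with an estimated correlation). C1QC rose (0.22 ± 0.06), a call lost without any 1 of the 9 arrays (adjusted p from 0.0603, without 0dpi replicate 3, to 0.153, without 1dpi_IVM replicate 2). Inflammatory genes fell in 2 of 14 cases, NFKBIA (-0.71 ± 0.07) and SOCS1 (-0.37 ± 0.05; list 0.0309; adjusted p = 0.142 with an estimated correlation). Matrix genes fell in 1 of 25 cases, FN1 (0.00617; adjusted p = 0.0827 with an estimated correlation). Erythrocyte genes fell in 1 of 11 cases, ALAS2 (0.0309; adjusted p = 0.11 with an estimated correlation). Interferon genes fell in 1 of 14 cases, IRF1 (-0.67 ± 0.05; list 0.00202; adjusted p = 0.0854 with an estimated correlation). BMP and TGF-beta genes fell in 7 of 35 cases, among them TGIF1 (-0.87 ± 0.06) and ID2 (-0.50 ± 0.07; list 0.0336; adjusted p = 0.0994 with an estimated correlation). Without single arrays the leukocyte call was lost (0dpi replicate 2, adjusted p = 0.0656; 0dpi replicate 3, 0.0525; 1dpi_IVM replicate 1, 0.0726; 1dpi_IVM replicate 3, 0.0527), as were the inflammatory call (0dpi replicate 2, 0.122; 1dpi_IVM replicate 3, 0.0651), the erythrocyte call (0dpi replicate 3, 0.0700) and the BMP call (0dpi replicate 3, 0.0575; 1dpi_IVM replicate 3, 0.105). The leukocyte call was also lost with the dimmest 25% (adjusted p = 0.0502) or 50% of probe sets left out (0.142), in a range over its camera alternatives from 0.0161, with the probe sets of a gene averaged, to that value. Adjusted over the list alone, 1 leukocyte gene rose and 5 fell, 4 inflammatory, 1 matrix, 2 erythrocyte and 1 interferon gene fell, and 2 BMP and TGF-beta genes rose and 10 fell.

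Cartilage genes fell in 4 of 14 cases, COL9A2, CILP, MATN2 and COL9A1 (-0.26 to -0.17; list adjusted p = 0.00249; adjusted p = 0.073 with an estimated correlation). COL9A2 lost its call without 0dpi replicate 1 (adjusted p = 0.0576), 0dpi replicate 2 (0.0758) or 1dpi_IVM replicate 3 (0.0723), and CILP without 0dpi replicate 2 (0.0933), 0dpi replicate 3 (0.0998), 1dpi_IVM replicate 1 (0.0876) or 1dpi_IVM replicate 2 (0.0909). MATN2 lost it without any array except 1dpi replicate 1 and 1dpi_IVM replicate 3 (from 0.0527, without 1dpi replicate 3, to 0.117, without 1dpi_IVM replicate 2), and COL9A1 without any 1 of the 9 (from 0.0580, without 1dpi replicate 1, to 0.162, without 0dpi replicate 2). Higher lists were neuronal genes, with 8 of 40 up (0.0088; adjusted p = 0.073 with an estimated correlation), cholesterol synthesis with 3 of 19 up (0.00898; adjusted p = 0.0827 with an estimated correlation) and mitosis with 4 of 33 up (0.0336; adjusted p = 0.123 with an estimated correlation). NEFM, a neurofilament, was 0.48 ± 0.06 higher, with another probe set at -0.01, and RTN1 was 0.31 ± 0.05 higher. The cholesterol genes were INSIG1 (0.60 ± 0.09), HMGCS1 (0.52 ± 0.05) and CYP51A1 (0.38 ± 0.06), the last with another probe set at -0.06. The mitosis genes were AURKA (0.41 ± 0.05), CCNB1 (0.35 ± 0.05), CCNA2 (0.33 ± 0.06) and CCNB3 (0.23 ± 0.06), and CCNB3 lost its call without any 1 of the 9 arrays (from 0.0538, without 1dpi replicate 3, to 0.162, without 0dpi replicate 2). The mitosis list lost its call without 0dpi replicate 1 (0.0691) or 1dpi_IVM replicate 1 (0.0755), and with the dimmest 25% (0.0502) or 50% (0.103) of probe sets left out, and its lowest adjusted p was 0.0114 without 1dpi_IVM replicate 3. The ribosome biogenesis list was called higher (median 0.04, adjusted p = 0.0336; adjusted p = 0.123 with an estimated correlation) although its 1 called member, POLR1A, fell by 0.33 ± 0.08, and the list call was lost without 0dpi replicate 3 (0.0525), 1dpi_IVM replicate 2 (0.0607) or 1dpi_IVM replicate 3 (0.0849), and with the dimmest 25% (0.0502) or 50% (0.0595) of probe sets left out, with a lowest adjusted p of 0.0159 with trend and robust options. POLR1A lost its call without any array except 1dpi replicates 1 and 3 (from 0.0506, without 1dpi_IVM replicate 3, to 0.133, without 1dpi_IVM replicate 2). Adjusted over the list alone, 5 cartilage genes fell, and 10 neuronal and 5 cholesterol synthesis genes rose, while 7 mitosis genes rose and 2 fell.

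Muscle genes did not shift as a list against 0dpi (median -0.0036, adjusted p = 0.0949), although 7 of 35 fell (over the list alone 2 rose and 9 fell), among them TNNT1 (-0.36 ± 0.06) and MYL2 (-0.32 ± 0.05), and TTN (0.33 ± 0.04) and CACNA1S (0.22 ± 0.06) rose. CACNA1S lost its call without any array except 1dpi_IVM replicate 3 (adjusted p from 0.0636, without 1dpi replicate 1, to 0.152, without 1dpi_IVM replicate 2), and another probe set of TTN lay at -0.02. The muscle list was called without 0dpi replicate 1 (adjusted p = 0.0485), as were the endothelial and glycolysis lists (0.0485 each), and the glycolysis and oxidative phosphorylation lists were called without 1dpi_IVM replicate 1 (0.0210 each). The muscle list was also called with the probe sets of a gene averaged (0.0372, in a range from that value to 0.331 with an estimated correlation), and the glycolysis list with the dimmest 25% of probe sets left out (0.0485), trend and robust options (0.0206) or array weights (0.0396, in a range from 0.0206 to 0.158 with an estimated correlation). The median of the chloride channel genes (0.01, not called) turned to -0.00 with median centring, and its sign differed from that of the test, as did the median and mean of the sodium, potassium and calcium channels (-0.01 and 0.00) and of calcium signalling genes (0.01 and -0.00).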

Values the study reported

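The study reported 756 genes upregulated and 753 genes downregulated by at least a factor of 2 in axolotl spinal cord with ivermectin 1 day after injury against water-injected controls, and used an uncorrected P < 0.05.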

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

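The tests of a spike-in shift, of muscle tissue and of exchanged labels were chosen after the result was seen, and the splits of the arrays before. The poly-A spike-in control probe sets, which no comparison of genes uses, were 0.55 higher in 1dpi than in 0dpi on the log2 scale, a difference between groups in transcripts that do not come from the cord. The 24 probe sets had means of 8.08 ± 0.04 (SD, n = 3 arrays) in 1dpi and 7.54 ± 0.03 in 0dpi. After RMA these values are relative to the signal of the cord RNA on the same array. Their shift alone therefore does not show whether its origin is technical or lies in the cord RNA, and this was not tested.

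The 1dpi_IVM arrays lay close to the 0dpi arrays and the 1dpi arrays apart from both, the same arrangement as that of the spike-ins. A technical difference behind the spike-in shift cannot be told apart from one between the groups, because RMA had already brought the arrays to 1 distribution, and removal of a trend with signal left the SD across probe sets of the differences at 0.61 to 0.62 in the 9 pairs of a 1dpi_IVM and a 1dpi array, as before. Muscle RNA in the 1dpi arrays would dilute alike the transcripts that muscle does not make, unless they lie near background. The mitosis list fell further than the epidermal list in 1dpi against 0dpi (smallest gap -0.70, SD between arrays 0.06). It also fell further than the cartilage (-0.83) and leukocyte lists (-0.76). This argues against such dilution by muscle as the whole cause, while other changes of the tissue mix were not tested. An exchange of the 0dpi and 1dpi labels cannot be told apart from an effect of injury, because the list medians in 1dpi against 0dpi were -0.088 for leukocyte and 0.17 for inflammatory genes, in different directions. A separate preparation of the 1dpi arrays, for which no dates are given in the sources used here, and an effect of ivermectin on the injury response stay open. The sample labels of 1dpi_IVM do not name the injury. A smaller injury or none in that group was not tested and also stays open.

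In limma fits of the 6 arrays of a comparison, 1 of the 10 splits, the real one, gave as many called probe sets as the real groups in each comparison. The real counts were 10680 in 1dpi_IVM against 1dpi, 10373 in 1dpi against 0dpi and 861 in 1dpi_IVM against 0dpi. The highest counts of the other splits were 0, 0 and 2, with up to 378, 314 and 1364 at an unadjusted p below 0.05, and 10 splits are too few for a share under 0.05.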

How the results depend on the processing

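The test of centring on the poly-A spike-ins was chosen after the data were seen, and the others before. Spike-in centring was run for counts of probe sets only, not for gene lists or named genes. With it, 64.0%, 65.3% and 70.7% of the called probe sets kept call and direction in the 3 comparisons. Across alternatives 145 counts stayed within 1.5 times the reported ones and 16 moved beyond that. Of camera results for gene lists 1758 kept their direction and call, 19 gained a call and 47 lost it, and of results for named genes 8950 kept both, 62 gained a call, 354 lost it and 45 reversed. Centring on the spike-ins gave 18652 called probe sets in 1dpi_IVM against 1dpi (4245 at an unadjusted p and 2-fold), 18220 in 1dpi against 0dpi and 1952 in 1dpi_IVM against 0dpi, and 17760 injury-responsive probe sets that moved back with ivermectin, since it shifts all probe sets of an array alike. With 1 probe set per named gene, and so fewer tested, the counts were 4981, 4832 and 577. In 1dpi_IVM against 0dpi the test with trend and robust options called 1694, and the unmoderated test 272, and 3190 at an unadjusted p. The cause was not tested. Fry, which tests a list against no change and not against other genes, so that its counts are not those of the same call, called 29 and 28 lists in 1dpi_IVM against 1dpi and in 1dpi against 0dpi. Camera with an estimated correlation called 4 lists in 1dpi_IVM against 0dpi. With 1 array left out the counts of called probe sets ran from 9962 to 10828, 9703 to 10575 and 640 to 1112 in the 3 comparisons, that at an unadjusted p and 2-fold from 1549 to 1606, that of injury-responsive probe sets moving back from 8542 to 8909, and called lists from 13 to 14, 13 to 14 and 12 to 18. The lowest count in 1dpi_IVM against 0dpi came without 0dpi replicate 2, and 696 were called without 1dpi_IVM replicate 2. The replicate number as a block gave 10492, 10273 and 809 called probe sets, although arrays of the same number did not resemble each other across groups (2 of 9 correlated best with their own number). In the settings run for named genes, all reversals came from another probe set of the gene, and the cause was not tested. In 1dpi_IVM against 1dpi they were ATP2B1 0.21, BMP1 0.10, BNIP3 -0.12, CCNB3 -0.092, COL11A1 1.64, COL14A1 -0.059, CTSS -2.07, CYP51A1 -0.062, FBN1 0.98, FN1 0.15, FZD2 0.38, HDAC10 0.074, IRF2 0.29, NFKB2 0.021, NOP2 -0.046, NPY 0.047, P4HA2 -0.50, RPS29 -0.32, STAT3 -0.0028, TLR2 0.014 and VWF 0.024. In 1dpi against 0dpi they were BMP1 -0.12, CCNB3 0.10, CDH1 0.11, COL11A1 -1.63, COL14A1 0.038, CTSS 2.10, CYP51A1 0.00011, FBN1 -1.43, HDAC10 -0.0036, IRF2 -0.33, MATN2 -0.37, NOP2 0.13, P4HA2 0.36, PPP3CA 0.037, RPS24 -0.49, RPS29 0.36, RRP12 -0.35, TLR2 -0.033 and VWF -0.036. In 1dpi_IVM against 0dpi they were CYP51A1 -0.062, ITPR3 0.059, NEFM -0.0090, TTN -0.022 and VWF 0.11. Of the probe sets 7.08% had a mean below the highest negative control, where the signal over background limits what can be called.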

Other observations

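The list of motile cilia genes was written after 18 of its members had been seen, the test on its other members was set before their values were seen, and the tests on immediate early genes and on the difference between REG4 and CDH17, and the weighing of the intestine markers by their levels, were chosen after the result was seen. Relative to the other probe sets of an array, genes of motile cilia rose together 1 day after injury. Of 34 members whose values had not been seen, 28 (82.4%) were called higher in 1dpi than in 0dpi in limma (median 0.59, camera p = 8.48e-10, and 0.000398 with an estimated correlation; 29 adjusted over the list alone). DNAH7 (1.18 ± 0.06) and DNAH8 (1.44 ± 0.10) encode dynein heavy chains of the cilium, TEKT3 (1.16 ± 0.07) a protein of its microtubules, and SPA17 (1.16 ± 0.07) and AK7 (1.07 ± 0.07) rose with them. With ivermectin 25 of the 34 were called lower than in 1dpi in limma (median -0.40, camera p = 1.17e-07, and 0.000874 with an estimated correlation; 27 adjusted over the list alone), with DNAH7 at -1.11 ± 0.06 and TEKT3 at -0.99 ± 0.07. FOXJ1, the transcription factor that switches on motile cilia, was not called in either comparison (0.10 ± 0.08 and -0.14 ± 0.08). Centring on the poly-A spike-ins was not run for this list. It would move all log2 differences by -0.55 in 1dpi against 0dpi, which takes away most of the median of 0.59. In 1dpi_IVM against 1dpi it would move them by 0.65, so the median of -0.40 would change sign.

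In 1dpi_IVM against 0dpi the motile cilia list was shifted up by a smaller amount (median 0.12 over the 34 unseen members, camera in limma, p = 0.000119, not adjusted for other lists, and 0.00438 with an estimated correlation). Of all 52 measured members 14 were called higher, all of them among those seen before the list was written, with TEKT4 at 0.63 ± 0.07 and TEKT2 at 0.48 ± 0.08 (21 adjusted over the list alone), while the unmoderated test called 0 of the 52, and 25 were higher at an unadjusted p below 0.05. The count fell to 7, 6 and 5 without 0dpi replicates 1, 2 and 3 and to 9, 4 and 5 without 1dpi_IVM replicates 1, 2 and 3. Of the 34 unseen members 0 were called in limma or by the unmoderated test, and 9 were higher at an unadjusted p below 0.05. Ependymal cells carry motile cilia, so a change in their number or in their cilia may lie behind the 82.4% of unseen members that rose in 1dpi, as may cells of other ciliated tissue, and these were not tested against each other.

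Immediate early genes were lower in 1dpi_IVM than in uninjured cord (median -0.19), with FOS, DUSP1, JUNB, BTG1 and JUN called. Suppose all differences between groups followed 1 axis of tissue or handling, and each list median moved by the same share of its 1dpi change. The muscle list would then lie at -0.35 in this comparison. Its median was -0.0036 (SD between arrays 0.02), although some muscle genes, such as MYL2 and TNNT1, were called lower. This argues only against an axis of that kind as the whole cause, not against one that moves lists by unequal shares. The spike-ins differed by -0.10 (SD 0.06), less than the immediate early list. After RMA the size of their shift does not bound that of a list, so this cannot decide about a technical difference behind it. Such a difference and an action of ivermectin on cell signalling stay open. So does a shorter time between dissection and freezing, which is not given in the sources used here.

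REG4 and CDH17 were higher than in uninjured cord in both 1-day groups. Intestinal RNA in the samples would raise other intestinal genes as well, and of 8 measured members of an intestine list (41 listed) 0% were called higher in both groups in limma (in 1dpi_IVM against 0dpi the unmoderated test called 0 higher, and 0 were higher and 2 lower at an unadjusted p below 0.05). The limit set before, fewer than 25% called, was met but was wrong for these markers, since LGALS4, MUC2 and VIL1 had mean log2 values of 12.9, 12.3 and 11.7 in 0dpi, CDX2 and HNF4A lay near the negative controls (3.60 and 3.49 against 3.47), and the other 3 (DPP4, FABP6 and RBP2) are too few, so intestinal tissue cannot be told apart from a response of the cord to injury. In 1dpi against 0dpi MUC2 (0.90 ± 0.06) and DPP4 (0.37 ± 0.07) were higher and VIL1 (-0.40 ± 0.05) and LGALS4 (-0.36 ± 0.05) lower. REG4 minus CDH17 was 1.62 higher in 1dpi_IVM than in 1dpi (SD between arrays 0.18), which argues only against RNA of 1 source with the same composition in both groups as the whole cause.

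The serine synthesis enzyme PSAT1 fell in 1dpi (-3.01 ± 0.05), and a joint fall of aminoacyl-tRNA synthetase genes with it was tested. Of 38 listed symbols 2 were measured, and 50% of them were called lower in 1dpi than in 0dpi, which decides nothing. FARSA fell by 0.19 ± 0.06, a call lost without 0dpi replicate 2 (adjusted p = 0.0900 in limma), 0dpi replicate 3 (0.0798), 1dpi replicate 1 (0.0618) or 1dpi replicate 3 (0.0707), and FARSB was called higher (0.29 ± 0.06).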
